A study of Mus musculus with 13 samples.

How the data were processed

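RNA-seq was done on 13 libraries of mouse limb buds, and the values used here are those in the deposited table of the whole series. Per the labels, total RNA was extracted with the RNeasy Mini Kit and made into libraries by a standard Illumina protocol. Per the submitters' processing notes, CASAVA 1.8 and the mm10 genome build were used. The aligner, the counting of reads, the use of strand and the annotation release are not given in the sources used here.

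Per the file headers, the authors gave each gene a normalized RPKM (read counts scaled by gene length and library depth) in each library, and how the authors normalized between libraries is not given in the sources used here. Per the file headers, the authors listed genes with a mean of at least 3 RPKM in at least 1 of the 4 groups; the lowest of the highest group means among the 12880 listed genes was 3.13. The authors' deposited table also holds a p-value per gene, adjusted for the false discovery rate over the 4 groups, which was at most 0.05 for 2838 genes and above it for 10042. It was not used for any comparison here. Since genes low in all groups are not listed, the table says nothing about them.

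Each column was assigned to its group and replicate number by its header. Of the gene identifiers, 12715 matched the GENCODE mouse release 21 annotation (GRCm38, the same assembly as mm10), from which coordinates, strand and gene kind were taken. There were 63 symbols shared by 216 identifiers, and those genes were kept apart by identifier. No pair among the 78 pairs of libraries held identical values (Pearson r of log2 values 0.897 to 0.989).

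The depth of each library is not given in the sources used here. Low values multiplied by gene length fall on multiples of a step for each library: 79.8% to 89.3% of the values of 109 to 187 short genes lay within 0.15 of a whole multiple. The inverse of the step gave relative depths of 1.11, 0.994 and 1.24 for the E11.5 controls, 0.957, 1.04, 1.19 and 1.17 for Sox9null, 0.906, 0.903 and 0.854 for the E12.5 controls, and 0.815, 0.894 and 0.935 for Sox9cKO. The values could not be turned into whole reads for all genes, so no model of counts was used. An RPKM of a short gene, such as a microRNA or small nucleolar RNA gene, rests on few reads and is less precise than that of a long gene at the same level.

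Values were analysed as log2(RPKM + 1) with limma, using a trend of the prior variance with the mean and robust estimation, with a mean for each of the 4 groups over all 13 libraries. Fold changes are on this scale and understate the change of low genes. Genes with at least 1 RPKM in at least 3 libraries were kept, which removed none. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg over all genes within a comparison, and a gene was called at an adjusted p under 0.05. A further count required a log2 difference of at least 1 in size. The 5 comparisons were mutant against control at each age, the difference of those effects, and E12.5 against E11.5 within controls and within mutants. Overlaps of called genes were set against independent lists. A Fisher's exact test of them is not reported, since both lists of an overlap use the same estimate of the spread of each gene. Sox9 was also tested by an exact two-sided permutation test within each age.

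Besides Sox9 and members of the fixed lists, the genes named for a comparison were the 12 largest rises and 12 largest falls among called genes with a mean of at least 1 RPKM in the higher group and no overlap between the groups' values. For the difference of effects the last condition does not apply. Predicted genes (Gm and a number, names ending in Rik, LOC names) were left out by that rule. A few genes that the rule or the lists take are counted but not reported here. There were 23 gene lists: SOX trio and SoxE paralogues, cartilage matrix and differentiated chondrocyte, chondrocyte hypertrophy, osteoblast and perichondrium, precartilaginous condensation, joint interzone, limb patterning, forelimb against hindlimb identity, surface ectoderm and apical ridge, skeletal muscle, tendon and connective tissue, erythroid, endothelial, macrophage and leukocyte, nerve and Schwann cell, proliferation, p53 targets and apoptosis, BMP pathway, WNT pathway, hedgehog pathway, hypoxia and glycolysis, immediate early and heat shock, and sex-linked. Of their 422 symbols, 75 were not among the listed genes, Tbx5, Col10a1, Ihh and Mmp13 among them. The measured limb identity genes were Tbx4, Pitx1, Hoxc4, Hoxc5, Hoxc9, Hoxc10 and Hoxc11. Those of hypertrophy were Pth1r, Pthlh, Mef2c and Spp1. Lists were tested with camera at a correlation of 0.01, adjusted over the lists within a comparison, and again with an estimated correlation and with fry, which asks whether the genes of a list move, on balance, one way. Member counts are given over all genes tested and adjusted over the list alone.

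The comparisons, lists, naming rule and the following alternatives were fixed before the data were examined: pseudocounts of 0.1 and 0.5, no filter, a filter of 5 RPKM, quantile normalization, median centring, no robust estimation, library weights, each comparison fitted on its own libraries, the replicate number as a block, and leaving out each library in turn. Chosen after the data were examined were the library set of the E11.5 libraries as a term, the set of 4 alone, the sex of the embryo (a mean of at least 5 RPKM over 4 Y-linked genes) as a term, protein-coding genes alone, Sox9 within each set, and camera with the set term. The library sets were read from the steps of the values, and are samples grouped from the data, not groups of the study. With the set term, the age comparisons are made against the level of the set of 4 at E11.5.

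The procedure was tested on simulated data with 12880 genes, of which 200 changed, in the groups' own sizes and without library sets. At log2 changes of 1 and 2 it recovered 93% and 99% of the changed genes for E11.5, 92% and 100% for E12.5, 83% and 95% for the difference of effects, 90% and 100% for age in controls, and 91% and 100% for age in mutants. Between 7 and 13 unchanged genes were called per comparison, and limma called 0 genes where none had been changed. In a simulated E12.5 comparison with 21 lists of 20 genes, the moved list was called by camera and 0 of the others were. In the measured libraries an estimated correlation kept 4 of 12 camera calls at E12.5. The simulation thus does not give the rate of false camera calls in the measured data.

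Analyses used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.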

Results

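The data were RNA-seq profiles of 13 mouse limb bud libraries in 4 groups, per the labels 3 or 4 biological replicates each. At embryonic stage E11.5 (days after conception) there were 3 controls and 4 Sox9-deficient samples, here called Sox9null as in the labels. At E12.5 there were 3 controls and 3 Sox9-deficient samples, called Sox9cKO. The header of the deposited table gives the limb buds of separate embryos, with Sox9fl/- controls and Sox9-/- mutants at E11.5, and Sox9fl/fl controls and Sox9fl/flPrx1CreER mutants at E12.5. Values for 12880 genes were normalized RPKM, read counts scaled by gene length and library depth. The total depth was unknown, but the relative depth read from the steps of low values ranged from 0.815 to 1.24 over the libraries. The E11.5 libraries fell into a set of 4 (controls 1 and 3, Sox9null 3 and 4) and a set of 3 (control 2, Sox9null 1 and 2). Within these library sets the library correlation across genes was 0.979 to 0.989, and between them 0.938 to 0.966. Whether the sets are sequencing runs, litters or preparation batches is not given in the sources used here. The study's question was what limb bud cells need SOX9 for when cartilage formation begins.

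Sox9 (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760, plus strand, mm10), the transcription factor gene targeted here, was measured in every library. At E11.5 the controls had 35.8, 49.3 and 37.1 RPKM, and the Sox9null libraries 20.6, 25.7, 25.0 and 22.7 RPKM. The means were 40.8 ± 7.47 (SD, n = 3) and 23.5 ± 2.35 (SD, n = 4), a log2 difference of -0.76 with each Sox9null library below each control. The exact two-sided permutation p was 0.0571, the smallest that 35 splits allow. In limma the adjusted p was 0.036 (range over the alternatives 0.00994 to 0.523). Within the library sets the log2 difference was -0.59 in the set of 4 and -1.07 in the set of 3. At E12.5 the controls had 37.5, 35.2 and 35.9 RPKM and the Sox9cKO libraries 35.1, 28.7 and 32.2 RPKM, a log2 difference of -0.18. The exact permutation p of 0.1 was the smallest the 3-against-3 design allows, and the limma adjusted p was 1. Which exons were deleted is not given in the sources used here. A value over the whole gene can include undeleted exons, so these levels check the labels only in part.

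**Figure D1:**
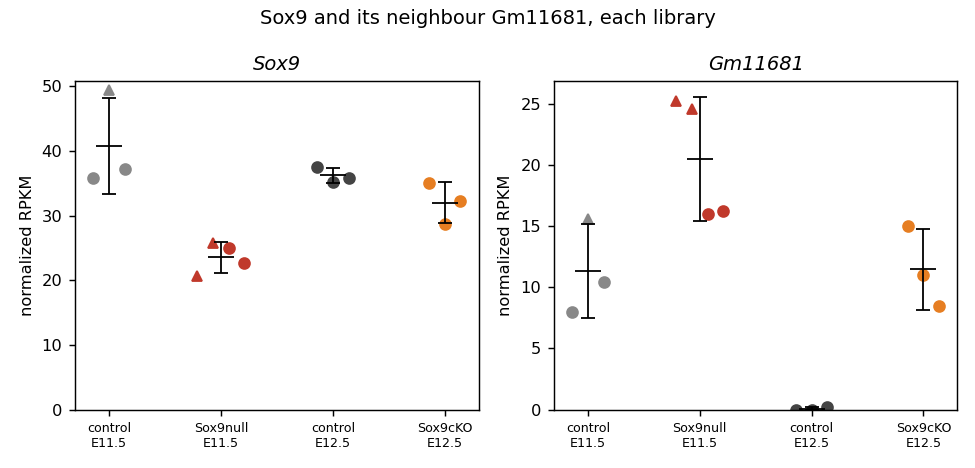
RPKM of Sox9 and of the adjacent lincRNA gene Gm11681 (y axes) in each library of the 4 groups (x axis); bars show the mean ± SD and triangles the E11.5 libraries of the set of 3. Sox9 lay between 20.6 and 25.7 in Sox9null and between 35.8 and 49.3 in the E11.5 controls, and Gm11681 was at most 0.201 in the E12.5 controls.

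The E11.5 comparison asked which genes differed in the Sox9null limb buds, Sox9-/- per the header, when cartilage begins to form. Genes of early cartilage were lower. Col9a3, a collagen IX chain (ENSMUSG00000027570, chromosome 2, 180597790 to 180622189), fell from 13.6 ± 4.46 RPKM (SD, n = 3) to 2.33 ± 0.345 (SD, n = 4), a log2 difference of -2.09 (SE 0.212, limma adjusted p = 0.00653). Lect1, which encodes chondromodulin (ENSMUSG00000022025, chromosome 14, 79637690 to 79662170), fell from 5.87 ± 2.59 to 0.470 ± 0.0514, a log2 difference of -2.16 (SE 0.238, limma adjusted p = 0.00756). Col9a2, another collagen IX chain (ENSMUSG00000028626, chromosome 4, 121039385 to 121055322), fell from 22.3 ± 6.42 to 6.66 ± 1.70 (SE of the log2 difference 0.208, limma adjusted p = 0.0184). Their log2 differences within the set of 4 and the set of 3 were -1.95 and -2.41 for Col9a3, -2.36 and -1.79 for Lect1, and -1.59 and -1.72 for Col9a2.

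Outside the cartilage list, 4 genes fell at E11.5. Among them were Sox9, Fzd9 (a WNT receptor, 2.90 to 0.922 RPKM, log2 -1.01) and Enpp2 (autotaxin, 10.4 to 5.79, log2 -0.75). In total limma called 7 of 12880 genes at E11.5, 0 higher and 7 lower, with 363 at an unadjusted p under 0.05 where 644 would be there by chance, and 5 of the 7 had a log2 difference of at least 1 in size. Each of the 7 was lower in each Sox9null library than in each control, which describes the calls and is no further test (chance parts the groups for 5.71% of genes not chosen by their difference). The fit on the E11.5 libraries alone called 0 genes (241 at an unadjusted p under 0.05), and with the library set as a term limma called 41 genes (11 higher, 30 lower), the 7 among them. The count was 2 without control 3 or Sox9null 3, and 3 without Sox9null 1 or Sox9null 2. Of 27 alternatives, Sox9 kept its call in 13, Fzd9 in 19 and Enpp2 in 23. Fzd9 lost it without control 2 or 3 or Sox9null 1, 2 or 3, and Enpp2 without control 3 or Sox9null 2 or 3. Lect1 and Col9a3 were called without each library in turn (limma adjusted p over all alternatives 0.00108 to 0.115 and 0.000604 to 0.115). Lect1 and Fzd9 lost their calls with the replicate number as a block. Col9a2 was not called without control 2 or 3 or Sox9null 1, 3 or 4 (limma adjusted p over all alternatives 0.00444 to 0.372).

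**Figure D2:**
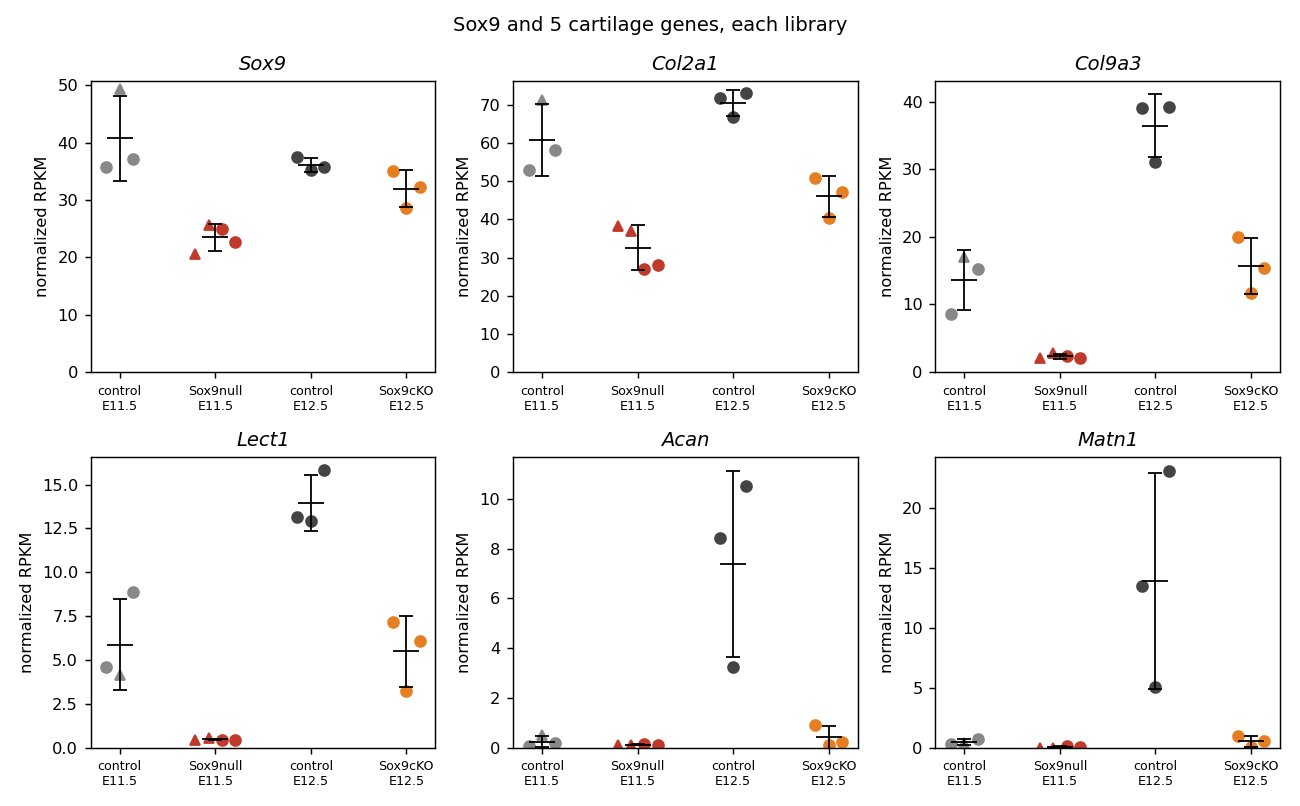
RPKM (y axes) of Sox9, Col2a1, Col9a3, Lect1, Acan and Matn1 in each of the 13 libraries by group (x axis), with bars for the mean ± SD and triangles for the E11.5 libraries of the set of 3. Lect1 was 0.470 ± 0.0514 in Sox9null against 5.87 ± 2.59 in the E11.5 controls, and Acan and Matn1 were at least 3.25 in each E12.5 control and at most 0.963 in the other libraries.

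Among the fixed gene lists, the SOX trio and its SoxE paralogues were lower at E11.5. Of 5 measured members 1 fell over all genes tested (Sox9) and 4 fell when adjusted over the list alone. Sox5, Sox6 and Sox10 had means of 7.45, 8.84 and 2.05 RPKM in controls and 4.07, 3.87 and 0.722 in Sox9null, while Sox8 had 8.90 and 10.1. The camera adjusted p was 6.18e-13 and 7.45e-04 with an estimated correlation. Of 24 cartilage matrix and differentiated chondrocyte genes 3 fell, 0 rose and 21 did not pass, and 8 fell adjusted over the list alone. The list's median log2 difference was -0.34, with 22 members below 0 (camera adjusted p = 6.16e-26, adjusted p = 0.0472 with an estimated correlation and 0.195 when the library set was also a term). Col2a1, the main cartilage collagen, had 60.8 ± 9.50 RPKM in controls (SD, n = 3) and 32.6 ± 5.86 in Sox9null (SD, n = 4), a log2 difference of -0.89. Its limma adjusted p was 0.0537, and 2.48e-04 with the library set as a term.

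In the same libraries 18 of 18 erythroid genes lay above 0, with a median log2 difference of 0.36. None rose over all genes tested, and 8 rose adjusted over the list alone (camera adjusted p = 7.88e-22, adjusted p = 0.0472 with an estimated correlation, 0.209 with the library set as a further term). The embryonic globin gene Hbb-y had means of 441.7 and 570.3 RPKM, and the erythrocyte anion exchanger gene Slc4a1 22.6 and 29.8. Reads of the globin paralogs can be split between copies, so single globin values are uncertain. The 4 measured sex-linked genes, all on the Y chromosome, averaged 20.4 RPKM in control 1, 21.6 in Sox9null 3 and at most 0.077 in the other E11.5 libraries.

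Further lists were called by camera at E11.5 but not with an estimated correlation, and over all genes tested Enpp2 was their one called member. Precartilaginous condensation (20 genes, median log2 -0.04) was lower with camera adjusted p = 5.61e-06 (adjusted p = 0.227 with an estimated correlation, 0.0389 when the library set was also a term), and 1 member fell adjusted over the list alone. Joint interzone (13 genes, median log2 -0.11) was lower with p = 0.0025 (adjusted p = 0.153 with an estimated correlation); Enpp2 fell, and 2 members fell adjusted over the list alone. Proliferation (25 genes, p = 0.0082, 0.648 with an estimated correlation) and the BMP pathway (17 genes, p = 0.0438, 0.454 with an estimated correlation) were lower; with the library set as a term camera gave 0.26 and 0.0664, and the proliferation median changed sign from -0.03 to 0.01. Surface ectoderm and apical ridge was higher, with 18 of 19 genes above 0, Fgf9 below 0 and Krt15 at 4.31 and 5.99 RPKM (p = 1.66e-04, adjusted p = 0.38 with an estimated correlation; camera adjusted p = 0.0585 with the library set as a term). Endothelial genes were higher, with 16 of 16 above 0 and Plvap at 23.8 and 27.2 RPKM (p = 2.38e-07, adjusted p = 0.102 with an estimated correlation).

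The remaining 14 lists were not called at E11.5 (camera adjusted p from 0.147 to 0.85), and none of their members passed over all genes tested. They were chondrocyte hypertrophy (4 genes), osteoblast and perichondrium (6), limb patterning (35), forelimb against hindlimb identity (7), skeletal muscle (21), tendon and connective tissue (17), macrophage and leukocyte (14), nerve and Schwann cell (6), p53 targets and apoptosis (19), WNT pathway (19), hedgehog pathway (12), hypoxia and glycolysis (15), immediate early and heat shock (12) and sex-linked (4). Vegfa of the hypoxia list rose adjusted over the list alone. For limb patterning, tendon, WNT and hedgehog the camera direction differed in sign from the median.

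At E12.5, when limb buds hold differentiating cartilage, the comparison asked which genes differed in the conditional mutant. Cartilage matrix genes were lower. Matn1, a cartilage matrilin (ENSMUSG00000040533, chromosome 4, 130944385 to 130955475), fell from 13.9 ± 9.02 RPKM in controls to 0.535 ± 0.464 in Sox9cKO (SD, n = 3 each), a log2 difference of -3.11 (SE 0.393, limma adjusted p = 0.00687). Acan, the aggrecan core protein gene (ENSMUSG00000030607, chromosome 7, 79053483 to 79115099), fell from 7.40 ± 3.74 to 0.413 ± 0.447, a log2 difference of -2.50 (SE 0.323, limma adjusted p = 0.00726). Col11a2, a collagen XI chain (ENSMUSG00000024330, chromosome 17, 34039437 to 34066685), fell from 21.8 ± 3.86 to 4.56 ± 2.07, a log2 difference of -2.09 (SE 0.277, limma adjusted p = 0.00844). Mia1, which encodes a protein secreted by cartilage (ENSMUSG00000089661, chromosome 7, 27179742 to 27181157), fell from 5.36 ± 0.820 to 1.12 RPKM, a log2 difference of -1.58 (SE 0.136, limma adjusted p = 3.31e-04).

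Other genes that fell at E12.5 included Nog, the BMP antagonist noggin (14.3 ± 3.59 to 4.50 ± 1.29 RPKM, log2 -1.47), Extl1, a glycosyltransferase gene (6.98 to 1.74, log2 -1.53), and Fam101a (log2 -1.65). Fzd9 fell from 9.71 ± 1.23 to 3.65 ± 0.580 RPKM and Cthrc1 from 24.1 to 10.5. The annexin gene Anxa8, the protease inhibitor gene Slpi and Cmtm5 also fell (log2 -1.75, -1.40 and -1.67), as did Glt25d2, Enpp2, Chadl, Sema3c and Chst11 by smaller amounts (log2 -0.73 to -0.53). Of these, Glt25d2, Sema3c and Chst11 lie outside the naming rule and were chosen after their values were seen. The Glt25d2 call held in 10 of 26 alternatives and that of Chadl in 16 of 26 (limma adjusted p up to 0.299 and 0.2). Enpp2, Sema3c and Chst11 each lost their call without control 1 or 3 or Sox9cKO 2 or 3 of E12.5. Their calls held in 23, 22 and 21 of 27 alternatives. Cdh22, a cadherin gene, rose from 3.30 ± 0.494 to 7.14 ± 1.07 RPKM (SD, n = 3 each), a log2 difference of 0.92 (SE 0.114, limma adjusted p = 0.0062). The erythrocyte membrane genes Rhag (2.92 to 5.69) and Spnb1 (5.22 to 9.49) rose. The called genes that rose also included predicted genes outside the naming rule, named here after their values were seen: Gm11681 (log2 3.52), Gm15181 (3.09), Gm15557 (2.01) and Gm16156 (1.17). Gm16156 is antisense to another gene, and strand use in the counting is not given in the sources used here, so its reads cannot be told from its partner's.

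Limma called 25 genes at E12.5, 7 higher and 18 lower, with 16 at a log2 difference of at least 1 in size (4 higher, 12 lower) and 697 at an unadjusted p under 0.05 (644 by chance). The 697 became 1738 with the library set as a term. In each of the 25 the groups did not overlap, again a description of the calls (10% of genes not chosen by their difference would do so with 3 against 3). Without control 1 or 3, or without Sox9cKO 2 or 3, the count was 9, 11, 15 and 10, and without control 2, Sox9cKO 1 or the E11.5 control 1 it was 47, 40 and 38. Mia1, Extl1, Fzd9, Gm15181, Gm11681 and Gm16156 were called under each alternative that tested them (the filter of 5 RPKM left out Mia1, and the protein-coding alternative the Gm genes). The fit on the E12.5 libraries alone called 26 genes, 13 of them among the 25, with 1781 at an unadjusted p under 0.05. Cdh22, Spnb1, Fam101a, Slpi, Cthrc1, Glt25d2, Chadl and Gm15557 were not called in it. For Cdh22 the limma adjusted p was at most 0.0586 over the alternatives. Matn1, Acan, Col11a2 and Nog lost their calls in that fit and without control 1 (adjusted p over the alternatives 0.000335 to 0.0962, 0.000435 to 0.0907, 0.00114 to 0.0674 and 0.00114 to 0.134), Col11a2 and Nog also without control 3, Acan, Col11a2 and Nog without Sox9cKO 3, and Nog without Sox9cKO 2.

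The whole cartilage list was lower at E12.5. Of 24 members 5 fell over all genes tested (Matn1, Acan, Col11a2, Mia1 and Chadl), 0 rose and 19 did not pass, and 21 fell adjusted over the list alone. All 24 lay below 0, with a median log2 difference of -0.76 (camera adjusted p = 1.2e-49, adjusted p = 0.0103 with an estimated correlation). Among members that did not pass over all genes, the sulfate donor synthase gene Papss2 had means of 31.3 and 10.9 RPKM, Cytl1 13.9 and 2.33, and Col2a1 70.6 ± 3.35 and 46.1 ± 5.35 (SD, n = 3 each). Of the 5 SOX genes 0 changed over all genes and 3 fell adjusted over the list alone (camera adjusted p = 5e-05, adjusted p = 0.0116 with an estimated correlation), with Sox6 at 20.2 and 8.45 RPKM. Of 13 joint interzone genes Nog and Enpp2 fell, and 7 fell and 1 rose adjusted over the list alone (camera adjusted p = 5.43e-10, adjusted p = 0.0103 with an estimated correlation). Gdf5, a joint growth factor gene, had means of 38.4 and 23.1 RPKM.

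Beside these, 18 of 18 erythroid genes lay above 0 at E12.5, with a median log2 difference of 0.52. Rhag rose over all genes tested and 12 rose adjusted over the list alone (camera adjusted p = 2.63e-22, adjusted p = 0.0333 with an estimated correlation, 0.146 with the library set as a further term). The embryonic globin gene Hba-x had 88.5 and 138 RPKM. The 4 Y-linked genes averaged 22.7 to 23.8 RPKM in the 3 controls and 23.3 in Sox9cKO 3, and at most 0.0512 in the other Sox9cKO libraries (camera adjusted p = 6.54e-04, adjusted p = 0.253 with an estimated correlation). With the sex read from these genes as a term, calls lost included Rhag, Spnb1, Anxa8, Glt25d2 and Chadl, whose log2 differences went from 0.77, 0.76, -1.75, -0.73 and -0.66 to 0.77, 0.78, -1.68, -0.72 and -0.70 (limma adjusted p 0.0506 to 0.0786). Rhag also lost its call without any one of the 6 E12.5 libraries (adjusted p over the alternatives 0.000346 to 0.257).

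Several lists were called by camera at E12.5 but not with an estimated correlation, and none of their members passed over all genes tested. Skeletal muscle was lower, with 17 of 21 genes below 0 and a median log2 difference of -0.51 (camera adjusted p = 2.39e-06, adjusted p = 0.253 with an estimated correlation). The slope of this muscle effect on the age change, given further below, was smaller in size without Sox9cKO 3. Condensation (2 members fell adjusted over the list alone; p = 0.0048, 0.397 with an estimated correlation) and tendon and connective tissue (median log2 -0.15; p = 0.00756, 0.289 with an estimated correlation) were lower. Forelimb against hindlimb identity was higher, with 7 of 7 genes above 0 and Hoxc9 at 5.35 and 7.66 RPKM (p = 1.58e-04, adjusted p = 0.193 with an estimated correlation). Its members were not sorted by identity and Tbx5 was not listed, so its direction does not show a shift in limb identity. Limb patterning (median log2 0.05; p = 0.00215, 0.193 with an estimated correlation), endothelial (16 of 16 above 0; p = 0.00202, 0.253 with an estimated correlation) and proliferation genes (24 of 25 above 0, Mcm6 below; p = 0.00153, 0.428 with an estimated correlation) were higher.

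The other 11 lists were not called at E12.5 (camera adjusted p from 0.077 to 0.798), and none of their members passed over all genes. These were hypertrophy, osteoblast, ectoderm, macrophage, nerve, p53, BMP, WNT, hedgehog, hypoxia and immediate early genes. Adjusted over the list alone, Sp7 of the osteoblast list and Jun of the immediate early list fell, as did 1 of the BMP genes, while 1 nerve gene rose and 1 fell, and 1 hedgehog gene rose and 2 fell. For the macrophage and WNT lists the median and mean differed in sign.

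The difference between the mutant effects at the 2 ages was tested by interaction, in which age, kind of mutant and control genotype go together. Per the header the E11.5 controls were Sox9fl/- and the E12.5 controls Sox9fl/fl. A larger effect at E12.5, of a gene or of a list, thus cannot be given to age alone. Mia1 had 1.17 RPKM in E11.5 controls and 0.999 in Sox9null, and 5.36 ± 0.820 in E12.5 controls and 1.12 in Sox9cKO. Its log2 effect was 1.45 lower at E12.5 than at E11.5 (interaction -1.45, SE 0.186, limma adjusted p = 0.0254, range over the alternatives 0.00278 to 0.368). Being low in both E11.5 groups, Mia1 had little room to fall there, and its call was lost with pseudocounts of 0.1 and 0.5. Limma called 4 of 12880 genes, 3 with a higher and 1 with a lower effect at E12.5, and 393 at an unadjusted p under 0.05 (644 by chance). The 3 higher ones lie outside the naming rule and were chosen after their values were seen: Gm15181 (log2 3.09, limma adjusted p = 3.21e-05, at most 0.0542 over the alternatives), Gm11681 (2.70, 0.0254, at most 0.368) and Gm16156 (1.39, 0.0347, at most 0.377). Over 26 alternatives these calls held in 25, 17 and 9, and that of Mia1 in 11. With quantile normalization the split was 3 higher and 2 lower. The count was 1 without control 3 or Sox9null 2, 3 or 4 of E11.5, or without control 1 or Sox9cKO 2 of E12.5. It was 2 without the E11.5 control 1, the E12.5 control 3 or Sox9cKO 3. Without Sox9cKO 1 it was 11 (2 higher, 9 lower) and without the E12.5 control 2 it was 6 (2 higher, 4 lower). The balance of higher and lower effects thus turned without either library.

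For the fixed lists, the cartilage effect was lower at E12.5 than at E11.5 by a median of -0.39 (log2), and of 24 members Mia1 passed over all genes. Adjusted over the list alone, 7 had a lower and 1 a higher effect (camera adjusted p = 3.19e-09, adjusted p = 0.322 with an estimated correlation). Of the 24 members 19 lay below 0 and 5 above. Like Mia1, some members had little room to fall at E11.5. Matn1, Acan and Cytl1 had means of 0.481, 0.249 and 0.991 RPKM in the E11.5 controls. Skeletal muscle (median -0.41, camera adjusted p = 2.5e-04), joint interzone (-0.28, 0.00174), osteoblast (-0.29, 0.0227), tendon (-0.13, 0.0416), ectoderm (-0.13, 4.14e-04), hypoxia (-0.08, 0.0234) and sex-linked genes (-2.62, 0.0196) also had lower effects at E12.5. Higher effects were found for proliferation (0.09, 1.78e-05), limb patterning (0.07, 0.00174), forelimb against hindlimb identity (0.15, 0.0234), p53 (0.04, 0.0234) and erythroid genes (0.15, 0.00435). None of the 13 camera calls held with an estimated correlation (adjusted p from 0.288 to 0.455). The other 10 lists were not called; of these, hypertrophy, condensation and BMP had a median and a mean or camera direction of different sign. Adjusted over the list alone, 2 joint interzone genes, 1 hypoxia and 1 nerve gene had a lower effect at E12.5 and 1 SOX gene a higher one.

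**Figure D3:**
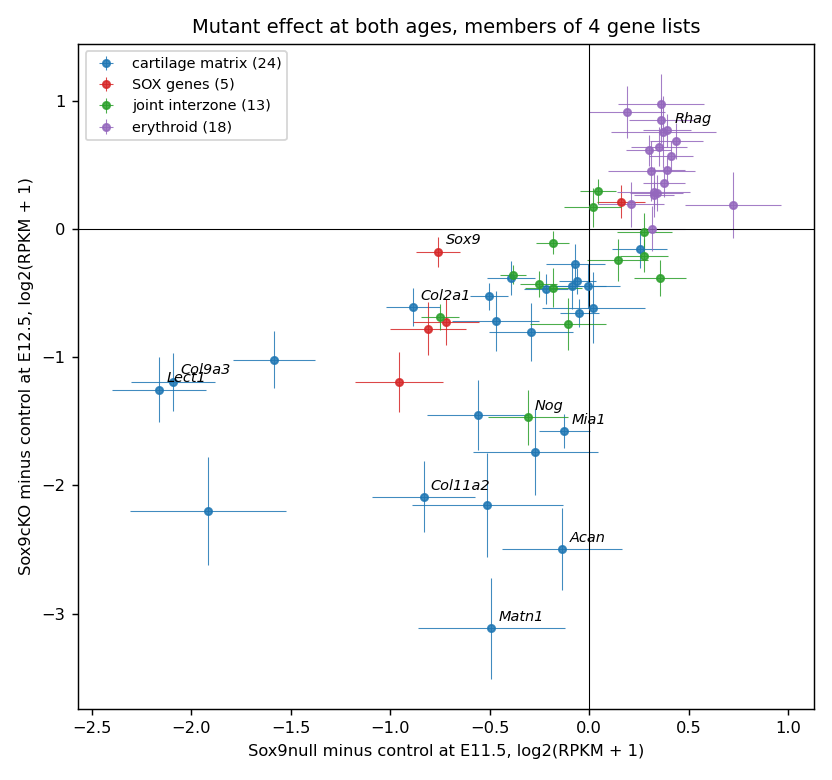
Log2 difference of mutant minus control at E11.5 (x axis) and at E12.5 (y axis) for the cartilage (24 genes), SOX (5), joint interzone (13) and erythroid (18) lists, with bars for the SE. All 24 cartilage genes lay below 0 at E12.5 and 22 at E11.5, and the 18 erythroid genes lay above 0 at both ages.

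Of the 7 genes lower in Sox9null and the 18 lower in Sox9cKO, 3 were shared, among them Fzd9 and Enpp2. Independent lists would share 0.00978 genes, and no gene rose at both ages. The mutant comparisons share no library, but both lists use the same estimate of the spread of each gene, so independent lists are not a measure of no effect. With each comparison fitted on its own libraries limma shared 0 genes, where it called 0 at E11.5 (241 at an unadjusted p under 0.05). With the library set as a term 11 genes fell and 3 rose at both ages, against 0.168 and 0.0282 for independent lists. Across all genes the log2 effects had a Pearson r of 0.219. The number shared was 6 without the E11.5 control 1, 1 without the E11.5 control 3, Sox9null 1, the E12.5 control 1 or 3, or Sox9cKO 2, and 0 without Sox9null 2 or 3.

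Between E11.5 and E12.5 in the controls, muscle and cartilage genes rose. Per the header the E11.5 controls were Sox9fl/- and the E12.5 controls Sox9fl/fl, so the number of Sox9 alleles goes with age here. Acta1, skeletal muscle actin, rose from 2.01 ± 1.46 to 27.1 ± 7.56 RPKM (SD, n = 3 each), a log2 difference of 3.31 (limma adjusted p = 0.00109). Myh3, embryonic myosin, rose from 3.35 to 28.3 ± 8.03, Casq2, a calsequestrin gene, from 0.539 to 11.1, and Matn1 from 0.481 to 13.9 RPKM. The homeobox gene Irx1 rose from 0.855 to 16.6 ± 6.79 and the cartilage-list gene Cytl1 from 0.991 to 13.9 ± 6.67. Shh, the posterior limb signal, fell from 5.70 ± 2.77 to 0.604 ± 0.707 RPKM, a log2 difference of -2.06 (limma adjusted p = 0.0112). Igdcc3 fell from 24.1 to 6.10 RPKM, and Rxfp1, the relaxin receptor gene, and Hist1h2ba fell with log2 differences of -1.70 and -1.83. The Rxfp1 call held in 16 of 27 alternatives and was lost without any one E11.5 control (limma adjusted p up to 0.144).

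The rest of the 12 largest rises and falls were mostly short or non-coding genes. Mir1306, SNORA49, SNORD46 and SNORD36 rose, and Mir2137, Mir5105, Mir5099, Mir181d, AC087541.1, AC161253.2, AY036118 and the globin gene copy Hbb-bh0 fell. The call of Mir181d held in only 10 of 25 alternatives (limma adjusted p up to 0.296). Zc3h11a and Snurf also rose. Zc3h11a lay between 0.237 and 0.263 RPKM in 5 libraries (the 3 E11.5 controls and Sox9null 1 and 2) and between 16.7 and 18.6 in the other 8. Snurf was listed at 0 in the 3 E11.5 controls and Sox9null 3 and 4, and lay between 10.8 and 13.5 in the other 8, including 11.2 and 10.8 in Sox9null 1 and 2. Mir1306 was listed at 0 in all 7 E11.5 libraries and lay between 5.54 and 8.91 at E12.5. SNORD46 was listed at 0 in the E11.5 libraries except Sox9null 1 (5.48), and in Sox9cKO 3.

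Limma called 2794 genes with age in the controls, 2126 higher and 668 lower, with 252 at a log2 difference of at least 1 in size (217 higher, 35 lower). In all but 12 of them the groups did not overlap (10% for genes not chosen by their difference). Quantile normalization gave 1477 higher and 1187 lower, and median centring 1364 higher and 1935 lower. The median log2 change of all genes was 0.06 as deposited and -0.04 after median centring, so the balance of rises and falls depends on the scaling. The count was 1780 without the E11.5 control 1, and 1381 and 1647 without the E12.5 controls 1 and 3.

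Of 21 skeletal muscle genes 17 rose and 1 fell in the controls (median log2 1.59, camera adjusted p = 2.06e-07, adjusted p = 0.255 with an estimated correlation). The counts were the same adjusted over the list alone. Myog, a muscle transcription factor gene, rose from 15.7 to 40.6 RPKM, and the member that fell was Pax3, a gene of muscle progenitors, from 4.40 to 1.74. Of 24 cartilage genes 19 rose and 0 fell, and 22 rose adjusted over the list alone (median 1.07, camera adjusted p = 8.68e-10, adjusted p = 0.25 with an estimated correlation). Joint interzone genes rose in 8 of 13 cases, 9 rising and 1 falling adjusted over the list alone (camera adjusted p = 5.02e-04, adjusted p = 0.219 with an estimated correlation), among them Gdf5 from 11.0 to 38.4 and Erg from 9.57 to 23.4 RPKM. Of the 4 measured hypertrophy genes 3 rose, and 3 adjusted over the list alone (camera adjusted p = 0.0314, adjusted p = 0.28 with an estimated correlation, and camera adjusted p = 0.0822 with the library set as a term), including Mef2c from 9.07 to 19.2. Col10a1, Ihh and Mmp13 were not listed, so the rise of these members does not show hypertrophy itself, here or in the mutants.

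Limb patterning genes fell with age in the controls: of 35, 10 fell and 1 rose, and 13 fell and 1 rose adjusted over the list alone (median log2 -0.23, camera adjusted p = 1.3e-08, adjusted p = 0.0505 with an estimated correlation). Sall4 fell from 14.4 to 7.05, Grem1, a BMP antagonist gene, from 25.3 to 14.8 RPKM, and Hoxd11 by a log2 difference of -0.57, while Msx2 rose from 17.2 to 24.5. Of 7 forelimb and hindlimb identity genes 5 fell, all 7 adjusted over the list alone (camera adjusted p = 2.24e-05, adjusted p = 0.25 with an estimated correlation), with Pitx1 going from 81.0 to 61.6 RPKM. Of 25 proliferation genes 8 fell, 10 adjusted over the list alone, with Top2a going from 65.5 to 52.5 (camera adjusted p = 5.21e-08, adjusted p = 0.28 with an estimated correlation). Macrophage and leukocyte genes rose in 9 of 14 cases, 11 adjusted over the list alone, with C1qa going from 5.00 to 11.6 (camera adjusted p = 0.00134, adjusted p = 0.548 with an estimated correlation). Nerve and Schwann cell genes rose in 4 of 6 cases, 5 adjusted over the list alone (camera adjusted p = 0.00491, adjusted p = 0.25 with an estimated correlation), with Erbb3 going from 10.7 to 20.1.

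The other 14 lists were not called with age in the controls by camera (adjusted p from 0.0711 to 0.943). Tendon and connective tissue genes rose in 7 of 17 cases, such as decorin (Dcn, 6.73 to 24.7 RPKM) and Kera (9.11 to 29.1), and condensation genes in 6 of 20; adjusted over the list alone 9 and 7 rose and 1 fell in each. In the erythroid list Hbb-b2 rose from 15.5 to 29.8 while the embryonic globins Hbb-bh1 (165 to 89.8) and Hba-x (158 to 88.5) fell. In the ectoderm list Krt15 (4.31 to 17.6), Krt14, Grhl2 and Perp rose and Fgf8, a signal of the apical ridge, fell from 14.9 to 7.33. Sox6 rose in the SOX list from 8.84 to 20.2, Sp7 rose and Ifitm5 fell in the osteoblast list, and Tek rose in the endothelial list. In the BMP list 6 of 17 rose and 0 fell, and in the WNT list 5 of 19 rose and Tcf7 fell. In the p53 list 5 rose and 2 fell (Pmaip1 and Gtse1), in the hedgehog list 3 rose and 2 fell (among them Hsd11b2), and in the hypoxia list 4 rose and 2 fell (Eno1 and Ldha). Jun rose from 24.9 to 34.9 while Ier2 and Hsph1 fell in the immediate early list, whose camera direction was opposite in sign to its median. None of the 4 sex-linked genes passed. Adjusted over the list alone, 2 SOX genes rose, 4 ectoderm genes rose and 4 fell, 7 p53 genes rose and 2 fell, and 6 hypoxia genes rose and 3 fell.

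The comparison of Sox9cKO at E12.5 with Sox9null at E11.5 asked what differed between the ages in Sox9-deficient limb buds. Age and kind of mutant (Sox9-/- and Sox9fl/flPrx1CreER) go together here, so a rise or fall from E11.5 to E12.5 cannot be given to age alone. Cartilage and muscle genes rose here too. Col9a3 rose from 2.33 to 15.7 RPKM and Lect1 from 0.470 to 5.49, log2 differences of 2.30 and 2.09, with each Sox9cKO library above each Sox9null library. Myh3 rose from 1.68 to 13.9, and Acta1 and the troponin gene Tnnt2 rose with log2 differences of 2.22 and 2.07. Col2a1 rose from 32.6 ± 5.86 (SD, n = 4) to 46.1 ± 5.35 (SD, n = 3), and Sox9 itself rose by 0.43 on the log2 scale (limma adjusted p = 0.021). Igdcc3 fell with a log2 difference of -1.37.

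Most of the other largest changes in the mutants were again short, non-coding or copied genes. Mir1306, SNORA49, Mrpl23-ps1 and AC084822.2 rose, and Pcna-ps2, mmu-mir-3070a, Mir2137, Hbb-bh0, Mir5099, Mir5105, AC161253.2, Snord64, Mir1955, Mir335 and Mir130b fell. The calls of Mir2137, Mir5105 and Mir1955 held in only 13, 17 and 18 of 26 alternatives (limma adjusted p up to 0.172, 0.14 and 0.131). Those of the other genes in this list that fell held in at least 23. Msmp was listed at 0 in all E11.5 libraries and the E12.5 control 2, and lay between 10.3 and 11.9 RPKM in the other 5. Prl8a2 was at most 0.252 at E11.5, with 12.1, 3.87 and 9.47 RPKM in Sox9cKO and 0.267, 1.51 and 18.7 in the E12.5 controls. Fbxo44 was 0.218 to 0.350 in Sox9null and 5.47 to 6.24 in Sox9cKO, with 0.349 to 5.99 in the E11.5 controls and 0.958 to 6.68 in the E12.5 controls. Pcna-ps2 was 5.39, 0.2 and 0.318 in Sox9cKO and 5.47 to 11.3 elsewhere.

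Limma called 2539 genes with age in the mutants, 1865 higher and 674 lower, with 141 at a log2 difference of at least 1 in size (97 higher, 44 lower), and in all but 91 the groups did not overlap (5.71% for genes not chosen by their difference). Quantile normalization gave 1336 higher and 1066 lower, and median centring 1152 higher and 1393 lower. The count was 976 without Sox9cKO 1 and 708 without Sox9cKO 2.

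In the mutants 11 of 24 cartilage genes rose and Hapln1, a link protein gene, fell, and 12 rose and 1 fell adjusted over the list alone (median log2 0.50, camera adjusted p = 7.77e-04, adjusted p = 0.534 with an estimated correlation). Of 21 muscle genes 17 rose and Pax3 fell, with the same counts adjusted over the list alone (median 1.06, camera adjusted p = 9.43e-06, adjusted p = 0.311 with an estimated correlation), with Myog at a log2 difference of 1.23. Of 13 joint interzone genes 6 rose (p = 0.0236, 0.311 with an estimated correlation), and of 4 hypertrophy genes 3 rose (p = 0.0149, 0.289 with an estimated correlation). Of 35 limb patterning genes 5 fell and Pax9 rose (p = 9.43e-06, 0.168 with an estimated correlation), and of 7 forelimb and hindlimb identity genes 3 fell (p = 7.77e-04, 0.289 with an estimated correlation). Of 25 proliferation genes Plk1 and Mcm7 fell, and none adjusted over the list alone (p = 0.001, 0.534 with an estimated correlation). Macrophage genes rose in 7 of 14 cases (p = 0.00411, 0.534 with an estimated correlation) and nerve genes in 4 of 6 (p = 0.007, 0.289 with an estimated correlation). Adjusted over the list alone, 6 joint, 4 hypertrophy, 10 macrophage and 5 nerve genes rose, 5 patterning and 3 limb identity genes fell, and 1 patterning gene rose and 1 macrophage gene fell.

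The other 14 lists were not called with age in the mutants (camera adjusted p from 0.0677 to 0.933). In the SOX list 3 of 5 rose (Sox9, Sox6 and Sox10), and 7 of 17 tendon, 7 of 19 p53, 6 of 19 WNT, 5 of 17 BMP and 4 of 20 condensation genes rose. Adjusted over the list alone these counts were 3, 8, 8, 6, 5 and 4. In the hedgehog list 1 of 12 rose and 3 fell, in the ectoderm list 2 of 19 rose and 1 fell, and in the endothelial list 2 of 16 rose. In the hypoxia, erythroid, immediate early and sex-linked lists the camera direction differed in sign from the median.

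Of the genes that changed with age, 1391 rose and 395 fell in both controls and mutants, where independent lists would share 308 and 35. These comparisons share no library, but they use the same estimate of the spread of each gene, and age goes with any difference in library preparation between the ages. With each comparison fitted on its own libraries 562 rose and 161 fell in both. Quantile normalization gave 915 and 704, and median centring 805 and 1067, so the balance depends on the scaling. The shared count was 1010 and 1177 without the E12.5 controls 1 and 3, and 773 and 608 without Sox9cKO 1 and 2. Across all genes the age changes of controls and mutants had a Pearson r of 0.834.

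**Figure D4:**
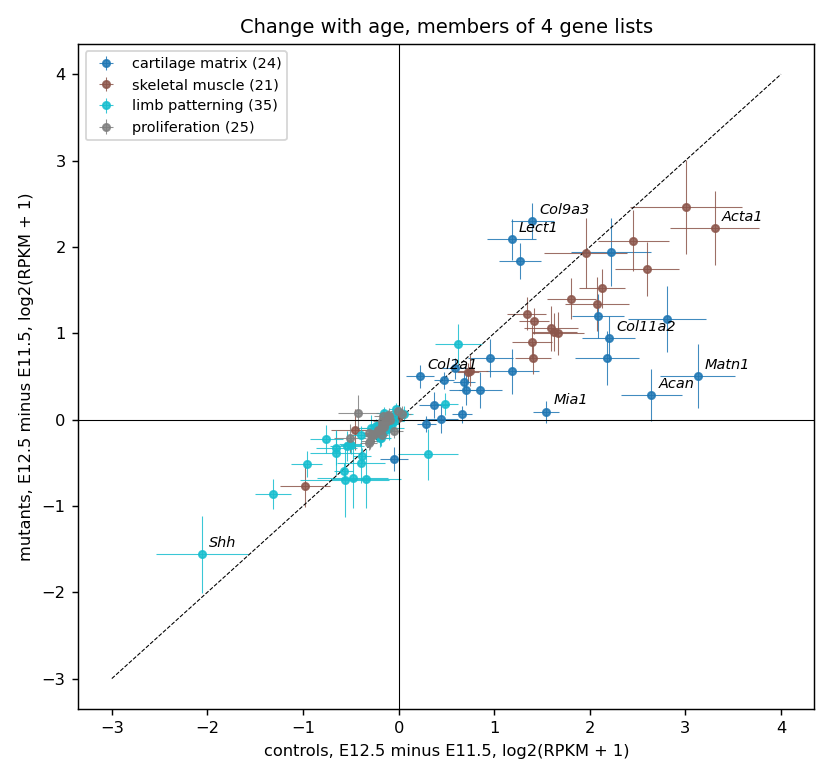
Log2 difference of E12.5 minus E11.5 in controls (x axis) and in mutants (y axis) for genes of the cartilage (24), muscle (21), limb patterning (35) and proliferation (25) lists, with the dashed line marking equal change. The cartilage list had a median of 1.07 in controls and 0.50 in mutants, and the muscle list 1.59 and 1.06.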

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

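The tests of the erythroid genes and of Gm11681, and the sorting of splits by library set and E12.5 grouping, were chosen after those results were seen, and the sex and library set terms after the data were examined but, for sex, before the result of its test was seen.

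Cartilage genes were lower in Sox9cKO at E12.5, with a median log2 difference of -0.76 over 24 genes. An earlier stage of the mutant limb buds would lower other genes that rise with age in step with the cartilage genes. The slope of the mutant effect on the age change was taken over 9 ways to split the controls and leave out a mutant. Its median was -0.283 over 100 to 191 other rising genes, -0.788 over the cartilage genes and -0.326 over the muscle list. The other rising genes had a median share of 0.321 of the cartilage slope (0.175 to 0.218 without Sox9cKO 3 and 0.282 to 0.447 with it). This argues against stage as the whole cause and leaves open a part that rests largely on that library. The muscle genes go with such a part, with slopes of -0.579 to -0.321 with Sox9cKO 3 and -0.315 to -0.126 without it. Sex differed between the groups, but with a sex term the cartilage median was -1.05, all 24 genes lay below 0 and 5 fell, and without each E12.5 library in turn the median was 1.24 to 1.65 times that without the term. This argues against sex alone as the whole cause, within limits. At E12.5, 1 of 3 Sox9cKO libraries and all 3 controls were Y-positive. The term there thus rests on Sox9cKO 3, and without it on the E11.5 libraries alone. Sox9cKO 3 is also the library on which the possible stage part largely rests, so sex and stage acting together cannot be told apart. Both Y-positive E11.5 libraries, control 1 and Sox9null 3, lie in the same library set. At E11.5 the term can therefore take up part of the difference between the sets. The loss of Sox9 named by the design stays open as the biological explanation, as does any difference in genetic background between the fl/fl controls and the Cre carriers, which was not tested.

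Erythroid genes lay above 0 in 18 of 18 cases in both mutant comparisons. With group and library set removed, the residuals of these genes had a median correlation of 0.615 over the 13 libraries, where 1000 random lists had a median of 0.0217 and the upper bound of their central 95% was 0.147. That is consistent with a share of blood cells that varies between libraries and may be larger in the mutant ones. A change of state of the erythroid cells, or a bleeding or dissection difference, was not tested and stays open.

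Gm11681 (ENSMUSG00000075437, a lincRNA gene, chromosome 11, 112792731 to 112799008, minus strand) lies 4971 bp past the end of Sox9. It had 0, 0 and 0.201 RPKM in the E12.5 controls, 14.99, 10.97 and 8.434 in Sox9cKO, 7.96, 15.6 and 10.5 in the E11.5 controls, and 25.2, 24.5, 16.01 and 16.22 in Sox9null. Sox9 reads counted for its neighbour are argued against, since Sox9 was as high in the E12.5 controls while Gm11681 there was 0.00585 of its Sox9cKO mean. A candidate explanation is transcription that runs on from a recombined Sox9 allele. If the null allele is a recombined floxed one, the E11.5 controls carry such an allele once and Sox9null on each chromosome. The mutant to control ratio at E11.5 was 1.81. Gm11681 was not among the 7 genes called at E11.5, however, and control 2 (15.6 RPKM) lay just below Sox9null 3 (16.01). How the null allele was made and the strand of the reads are not given in the sources used here, and a regulatory effect of Sox9 on this gene was not tested.

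How often other splits of the same libraries gave as many called genes was also counted. At E11.5, 4 of 35 splits gave 7 genes or more, the real one included. The other 3 (7666, 5307 and 5097 genes) each drew their group of 3 from a single library set, and the remaining splits gave at most 5. Among the remaining splits, controls 1 and 3 with Sox9null 3, or with Sox9null 4, also came from a single set and gave 1 and 0 genes. The 3 large counts point to a structure of the samples, though not each single-set split showed it. The share of splits thus does not exclude chance but is no measure of it apart from the sets. Within the sets, Col9a3 had log2 differences of -1.95 and -2.41. As Col9a3 was taken for its call and the set of 3 holds 1 control, these values do not test chance. For the difference of effects, 12 of 100 drawn splits gave 4 genes or more, the real one included, with 5772 in the highest other. Of the other 11, 6 kept the real grouping at E12.5 and the other 5 drew an E11.5 group from a single set. Further draws of these kinds gave 2 or 3 genes with the E12.5 grouping kept, and 0 or 1 with only a single set drawn. Chance is not excluded by the share of 12 in 100, which is not a measure of no effect either. The 76 splits of neither kind gave at most 1 gene. At E12.5 the real split gave 25 genes and the highest other split 0 in limma (1 of 10 splits as large, 697 genes at an unadjusted p under 0.05 in the real split), and for age in controls 2794 against 2 (1 of 10); 10 splits are too few for a share under 0.05. For age in mutants 1 of 35 splits was as large, with 2539 genes against 10. That share is under 0.05 and the smallest that 35 splits allow, which makes chance unlikely without excluding it.

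Among 394 genes tested for a single Sox9null library far from the other 3, of which chance gives about 1 in 20, 19 stood out. In Sox9null 2, Lect1 was 0.547 (others 0.439 to 0.451), Col9a2 9.21 (5.73 to 5.90), Matn4 0.603 (0.111 to 0.178), Tnnt2 2.34 (1.02 to 1.18), Dkk2 15.9 (12.4 to 12.9) and Shh 3.62 RPKM (6.94 to 7.59). In Sox9null 1, Trp63 was 11.1 (6.52 to 7.23), Esrp1 9.50 (5.80 to 6.30), Chst11 9.24 (7.81 to 7.99), Lhx9 26.8 (30.7 to 31.4), Mir130b 5.55 (6.76 to 6.86) and SNORD46 5.48 RPKM (listed at 0 in the others). In Sox9null 4, AC084822.2 was 0.916 (listed at 0 in the others) and Ifitm5 6.76 RPKM (7.42 to 7.53). In Sox9null 3, Nog was 1.74 (1.42 to 1.46), and the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty were 31.6, 24.2, 17.9 and 12.6 RPKM.

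The mutant effect differed between the ages for Gm15181 (log2 3.09), Gm11681 (2.70), Gm16156 (1.39) and Mia1 (-1.45) by interaction in limma. Gm15181 (chromosome 1, 75514107 to 75514283, an unprocessed pseudogene) was listed at 0 in 10 libraries and had 6.22, 9.45 and 7.23 RPKM in Sox9cKO. It is 1 of 41 genes whose every library was either under 0.5 or at least 3 RPKM with at least 2 libraries on each side, and 36 of these had both levels within a group.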

How the results depend on the processing

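The library set, set of 4 alone, sex and protein-coding alternatives were chosen after the data were examined. None of the named genes followed through the alternatives, nor the Sox9 level, changed direction, but some list medians near 0 did, such as E11.5 proliferation with the set term (-0.03 to 0.01), and with median centring E11.5 tendon (0.01 to -0.02) and condensation with age in controls (0.06 to -0.04). Median centring also turned the balance of rises and falls with age in controls (2126 and 668 to 1364 and 1935) and in mutants (1865 and 674 to 1152 and 1393). At E11.5 the 7 called genes became 13 with median centring, 32 with library weights, 41 with the set term, 27 with the set of 4 alone, and 0 on the E11.5 libraries alone in limma (241 at an unadjusted p under 0.05). At E12.5 the 25 became 57 with quantile normalization, 328 with weights, 105 with the set term and 84 with the set of 4. The 4 interaction genes became 2 with a pseudocount of 0.1 or 0.5 or a filter of 5 RPKM, 7 with weights, 8 with the set of 4 and 1 with protein-coding genes. Age in controls gave 5411 (weights), 5745 (set term) and 5546 (set of 4) against 2794, and age in mutants 924 (own libraries), 5249, 4990 and 4498 against 2539. The 3 genes shared by the mutants became 0 (own libraries), 19 (weights), 14 (set term) and 6 (set of 4), and the 1786 shared with age 723, 3818, 3913 and 3457. Fits on fewer libraries have fewer samples, but the set of 4 alone gave more calls, so that does not account for its counts. At E12.5 the set term left the log2 differences of the named genes unchanged (Matn1 -3.114 with and without it). Its added calls there thus come from the estimate of the spread, with 1738 genes at an unadjusted p under 0.05 against 697. The cause of the other changes was not tested.

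Replicate numbers did not pair the samples: same-numbered deviations correlated at -0.435, 0.635 and 0.441 at E11.5 and 0.169, 0.0266 and -0.117 at E12.5, and not every library correlated best with its own number. The replicate block gave 5 genes at E11.5, 4 of them among the 7 called. It gave 16 genes at E12.5, and 0 for the interaction in limma (462 at an unadjusted p under 0.05). With age it gave 1584 and 1386 genes in controls and mutants, and 999 shared ones.

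Of the lists called by camera, an estimated correlation kept 3 of 9 at E11.5, 4 of 12 at E12.5, and 0 of 13, 0 of 9 and 0 of 9 for the interaction and the ages. Fry called 1, 4, 0, 13 and 13 lists, and the set term gave 7 for the interaction.

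Leaving out each library in turn gave 2 to 8 genes at E11.5, 9 to 47 at E12.5, 1 to 11 for the interaction, 1381 to 3374 and 708 to 2976 with age, 0 to 6 and 608 to 1859 shared genes, and Sox9 log2 differences of -0.84 to -0.62 and -0.24 to -0.10. Of the named genes' calls under the alternatives, 139 of 189 held at E11.5, 546 of 666 at E12.5, 62 of 104 for the interaction, 587 of 633 and 590 of 633 with age, and the others fell short with the direction kept. The absence of a filter moved nothing. Without counts, depth limits what can be said of genes near the threshold of listing.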

Other observations

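The library set term behind the values in the next paragraph was chosen after the data were examined, and its genes were chosen after their values were seen.

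With that term, more genes were called at both ages, among them members of the joint (Sfrp2), condensation (Foxc1) and SOX (Sox5) lists. Cdh22 was higher in the mutants at each age, with 4.17 ± 0.283 RPKM in controls and 7.27 ± 0.467 in Sox9null at E11.5 (SD, n = 3 and 4; limma adjusted p = 0.0162 with the term and 0.0554 without). Ldb2, a LIM domain binding protein gene, had 22.2 and 26.2 RPKM at E11.5 and 25.2 and 29.1 at E12.5. Epor, the erythropoietin receptor gene, had 4.82 and 6.46 at E11.5 and 4.95 and 6.99 at E12.5. Among genes lower at both ages, the WNT regulator gene Sfrp2 had 46.3 and 35.2 RPKM at E11.5 and 61.5 and 48.0 at E12.5. The forkhead gene Foxc1 had 14.2 and 9.85 at E11.5 and 26.4 and 18.2 at E12.5, and Dab1 3.68 and 2.16, and 5.47 and 3.30. Sox5, a partner of Sox9, had 7.45 and 4.07 RPKM at E11.5 and 9.15 and 5.18 at E12.5, with each mutant library below each control of its age. Without the set term, Foxc1 had limma adjusted p = 0.212 at E11.5 and 0.0919 at E12.5.

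The noncoding gene 2610035D17Rik (ENSMUSG00000087259, chromosome 11, 113043895 to 113201838, minus strand), 256135 bp past the end of Sox9, had means of 5.80 RPKM in E11.5 controls, 3.65 in Sox9null, 11.8 in E12.5 controls and 6.97 in Sox9cKO. It was chosen after its values were seen.

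Of the 41 genes with only low and high levels between libraries, 11 were called with age in controls, 12 with age in mutants, 2 at E12.5, 2 for the interaction and 0 at E11.5 in limma (363 genes in all at an unadjusted p under 0.05). The 5 that followed the groups were Gm11681, Gm15181, Mir1306, ENSMUSG00000065862 and ENSMUSG00000084708.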
